A study of Mus musculus with 10 samples. Its data were reported in "The rates of adult neurogenesis and oligodendrogenesis are linked to cell cycle regulation through p27-dependent gene repression of SOX2" (2023).

How the data were processed

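Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in neural stem cell cultures from the subependymal zone (SEZ) of adult mice. Wild-type (WT) cells and cells lacking p27, the cyclin-dependent kinase inhibitor encoded by Cdkn1b (p27KO), were each taken in 2 conditions. Proliferating cells (PRO) were neurospheres grown with 20 ng/ml EGF and 10 ng/ml FGF. Their time in vitro was 3 days per the labels and the study's methods, while the study's results name a longer time, so it is not settled here. Cells at the onset of differentiation (DIFF) had been seeded on Matrigel for 2 days and then kept for 24 h without mitogens in medium with 2% serum. For the 2 days on Matrigel the study's methods name FGF in the medium, and not EGF. The 10 libraries comprised 3 WT PRO, 3 WT DIFF, 2 p27KO PRO and 2 p27KO DIFF cultures, each from 50000 cells. Groups and replicate numbers were taken from the sample titles; the free-text description of the p27KO libraries names WT cells, against their title and genotype, so the peaks at Cdkn1b are given first, as a test of the labels.

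The authors clipped adapters with Cutadapt, trimmed reads with Trimmomatic, mapped them with Bowtie2 to GRCm38 with dovetailed mates allowed, marked duplicates with Picard and called narrow peaks with MACS2, without a model, at a false discovery rate of 0.05. The versions, the shift of reads and the extension size are not stated in the sources used. Each deposited list came from a single library, so replicates were not pooled. The positions in the deposited lists are in bp of GRCm38 and are given here counted from 1. The fold enrichment in the deposited lists is a ratio of the pileup at the summit to the local background of the same library. The authors' lists also give the −log10 p-value and the −log10 q-value of each peak; the lowest −log10 q-value in any list was 1.30. Fold enrichments and p-values are the authors' own values for a peak and were used only to describe, rank or filter peaks within a list.

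The number of reads per library is not part of the peak lists, so depth was described indirectly. MACS2 forms the fold enrichment and the p-value from the pileup at the summit and the background, so both were solved from these values for peaks with a −log10 p-value under 60. At least 99.997% of these peaks gave a whole-number pileup, and 100% of 3102 simulated pileups were recovered. The lowest background in a list was taken as the genome-wide background pileup, which rises with the number of reads and with the unknown extension size. It ranged from 2.52 to 3.73 over the 10 libraries. A longer list can result from more reads alone, and a region without a peak is one where none was called at that depth, not one shown to be closed.

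Peaks were assigned to promoters when the summit lay within 3 kb of a transcription start site of a protein-coding gene in GENCODE M21; the authors used M18 of the same build. Consensus regions were the merged intervals of all 10 lists, with an overlap of at least 1 bp, that held a peak in at least 2 libraries. A region was called closed in a genotype when every PRO library and no DIFF library had a peak there, and opened in the opposite case. Since WT had 3 libraries per condition and p27KO had 2, counts were set against the 9 subsets of 2 WT PRO and 2 WT DIFF libraries.

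For the rank tests, the highest fold enrichment of each region was ranked within its own list and turned into a normal score, with regions lacking a peak tied at the bottom. The position of these ties moves with list length. The 70627 regions with a peak in at least 5 libraries were tested with limma 3.58.1 in R 4.3.3, with 1 mean per group, a shared estimate of the spread and Benjamini-Hochberg adjustment at 0.05. Changes are differences of normal scores, not log2 folds of signal. Lower and higher thus mean relative to the other regions of a list, and an overall loss or gain is largely removed. Contrasts were DIFF minus PRO in each genotype, the difference between these (the interaction), and p27KO minus WT in each condition. The region with its summit nearest to a start site stood for the gene in the promoter tests, adjusted over 14836 genes. The study's read-based test, DiffBind, needs alignments, which were not used here. Gene lists for the cell cycle and neuronal differentiation, each written with 40 genes from general knowledge, were tested with camera and fry. Per-library measures were compared by exact permutation within strata.

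The rank test was tested on simulated data. With 200 of 70627 regions changed by 1.5 in 1 group, 50.0% were recovered for DIFF against PRO in WT and 38.0% in p27KO, while the interaction recovered 0 when WT changed and 2.50% when p27KO changed. When 13568 regions changed in WT by the amounts measured in p27KO, and p27KO did not change, the interaction called 3648 regions. The interaction test thus had little power for isolated changes of this size and more for a broad loss of change.

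The named genes were Cdkn1b, Sox2, Olig2, Mki67, Egfr, Dcx and Gfap, 1 further gene that is not reported here, the 3 promoters with the largest fall and the 3 with the largest rise in WT among those past the threshold with non-overlapping WT values, and up to 3 per direction by the same rule for p27KO against WT at DIFF. The groups, tests, gene lists and this rule were fixed before the data were examined. Alternatives fixed at that time were a −log10 q-value of at least 3, the top 57000 peaks of each list, autosomes only, another overlap rule (summits in 1-kb bins, or a peak covering 50% of a region), other region filters, ranking by −log10 p-value, promoters of 1 kb, fits of only the groups compared, a replicate block, subsets of WT libraries and leaving out each replicate. Further alternatives were added after the data had been seen and are named as such where their values are given. Files were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and samtools 1.23.1, and plots were drawn with matplotlib 3.10.9.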

Results

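ATAC-seq peak lists were compared for 10 libraries of adult SEZ cultures, to ask how accessibility changed at mitogen withdrawal and whether the change depended on p27. The lists held between 57534 and 91801 peaks. The mean number was 78213 ± 1907 (SD, n = 3) in WT PRO, 69352 ± 16923 (SD, n = 3) in WT DIFF, 87828 ± 5619 (SD, n = 2) in p27KO PRO and 70405 ± 3982 (SD, n = 2) in p27KO DIFF libraries. The number of reads behind each list is unknown. PRO and DIFF cultures also differed in substrate, in serum and, by the study's methods, in growth factors before mitogen withdrawal. The comparison thus covers the whole change of culture.

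The targeted gene was examined first. Cdkn1b (ENSMUSG00000003031) lies on the plus strand of chromosome 6 at 134920401 to 134925513 (GRCm38). A region at 134919805 to 134920945, which spans the start site and part of exon 1, had a peak in 3 of 3 WT PRO and 3 of 3 WT DIFF libraries and in 0 of 4 p27KO libraries. Its mean percentile among tested regions was 82.7 ± 1.12 (SD, n = 3) in WT PRO and 84.9 ± 2.34 (SD, n = 3) in WT DIFF libraries. The p27KO minus WT change in normal score was −2.38 at DIFF (limma, adjusted p = 0.000880 over regions) and −2.75 at PRO (adjusted p = 0.000198). No p27KO library had a peak that overlapped the gene body. Both p27KO PRO libraries had a peak upstream, at 134919226 to 134919665, where 0 of 6 WT libraries had one. The region at 134928134 to 134929323, downstream of the gene, had a peak in each of the 10 libraries. The peaks thus followed the genotype given in the titles.

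**Figure D1:**
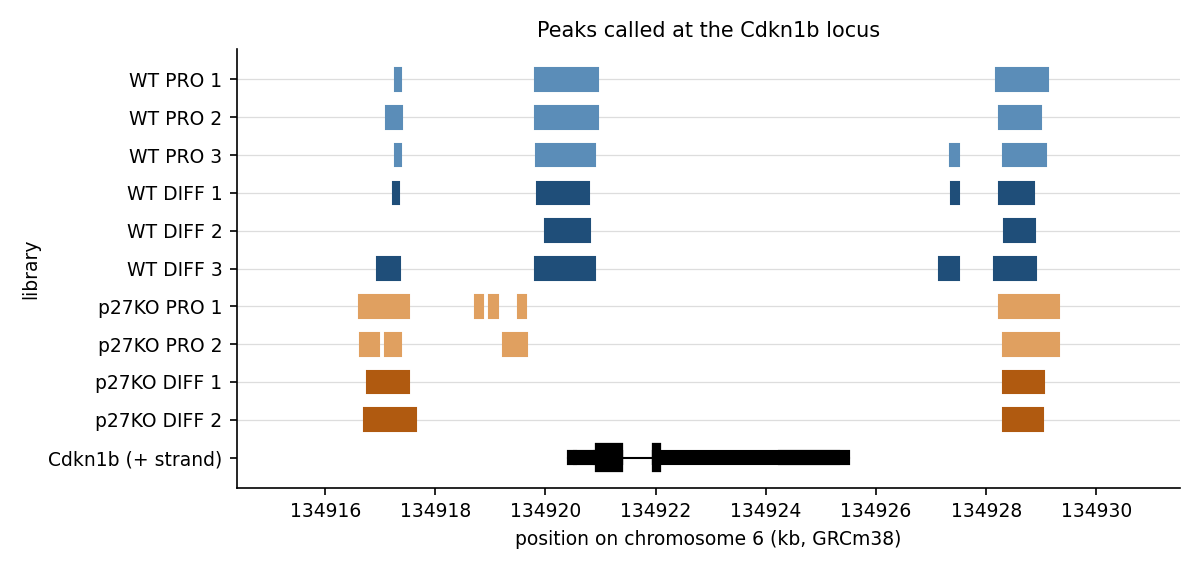
Peaks called at the Cdkn1b locus in each library (rows) by position on chromosome 6 in kb; the lowest row shows the gene, with coding sequence as tall blocks. A peak over the start site was called in 6 WT libraries and in 0 of 4 p27KO libraries.

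At the level of whole lists, DIFF minus PRO was −13142 peaks averaged over genotypes (exact permutation test, two-sided, p = 0.0667; 0.156 after Benjamini-Hochberg adjustment over 7 tests), and DIFF was lower by the group means in both genotypes. The covered length differed by −6.53 Mb (exact p = 0.0667, adjusted 0.156), and the promoter share by 2.47 percentage points (exact p = 0.1, adjusted 0.175). The smallest p these 120 arrangements allow is 0.0167. Between genotypes, p27KO minus WT was 5334 peaks (exact p = 0.460, adjusted 0.583), −0.467 Mb (exact p = 0.980, adjusted 0.980) and −1.14 percentage points (exact p = 0.5, adjusted 0.583), where 100 arrangements allow 0.02 at the lowest. None of these differences passed adjustment. Within p27KO, both DIFF libraries had fewer peaks (67589 and 73220) than both PRO libraries (91801 and 83854), while in WT the ranges overlapped. The spread in WT DIFF was decided by replicate 3, with 88738 peaks against 61783 and 57534 in the others. Without it, DIFF minus PRO was −17989 peaks and p27KO minus WT was 10180 peaks (exact permutation p = 0.0333 for each, unadjusted). Without it the covered length was 1.77 Mb higher in p27KO (exact p = 0.367), a reversed direction, and the promoter share differed by 3.67 points for DIFF minus PRO and −2.34 points for p27KO minus WT (exact p = 0.0333 for each). The covered length between genotypes also reversed to 0.0903 Mb without WT PRO replicate 2 and to 0.371 Mb without p27KO DIFF replicate 1. With the top 57000 peaks of each list, the promoter share differed by 0.0541 points for DIFF minus PRO (exact permutation p = 0.9) and by −0.268 points for p27KO minus WT (exact p = 0.580). The interaction of genotype and condition was −8562 peaks (exact permutation p = 0.580).

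**Figure D2:**
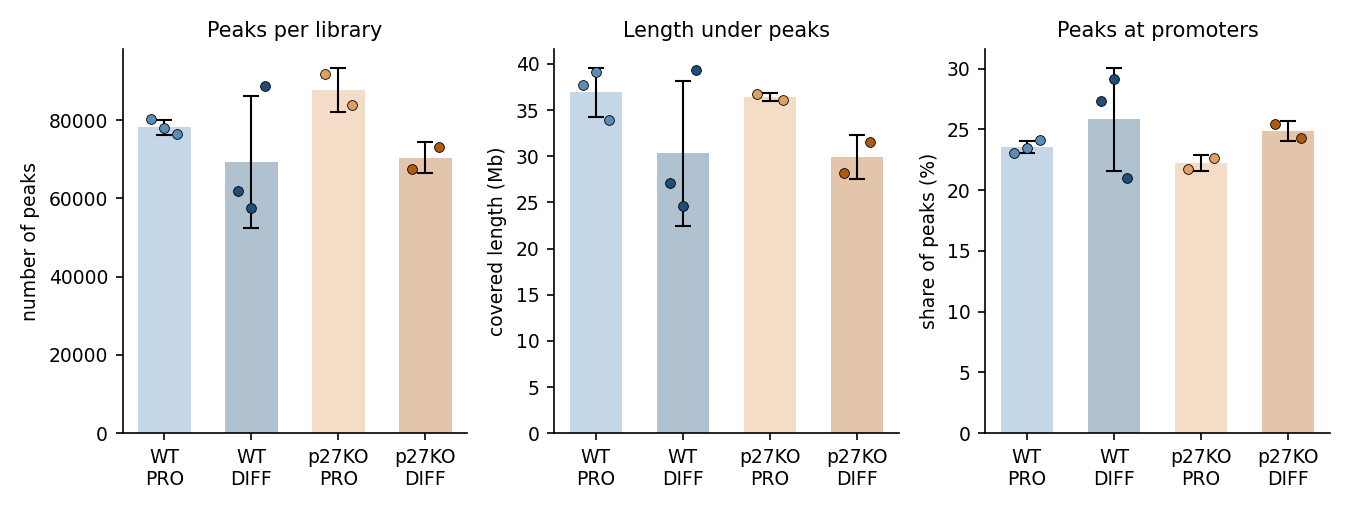
Number of peaks, length under peaks in Mb and share of peaks at promoters in percent, for each library (points), with group means (bars) and SD (lines; n = 3 for WT, n = 2 for p27KO). WT DIFF replicate 3, with 88738 peaks, stands apart from the other WT DIFF libraries in each panel.

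The overlap of lists followed condition. The Jaccard index of covered bases averaged 62.7% ± 4.59 (SD over 8 pairs) within a genotype and condition, 63.4% ± 2.32 (12 pairs) between genotypes of the same condition, and 54.7% ± 3.02 (13 pairs) between conditions of the same genotype. Pairs are not independent, so the tests permuted libraries. Libraries of the same group shared 5.08 percentage points more than libraries of different groups (permutation test, one-sided, p = 0.0168), which did not pass adjustment (0.117). Without WT PRO replicate 1, 2 or 3 the difference was 3.84, 3.72 or 4.34 points (permutation p = 0.0742, 0.0792 and 0.0594, unadjusted). Without WT DIFF replicate 1, 2 or 3 it was 5.54, 5.78 or 7.68 points (permutation p = 0.0143, 0.0117 and 0.00145, unadjusted). The result thus depended on the library left out. Within genotype the effect of condition was 7.91 points (exact permutation, one-sided, p = 0.0333), and within condition the effect of genotype was −0.766 points (exact p = 0.8). Pearson's r of normal scores across 70627 regions, which are not independent replicates, averaged 0.872 within groups, 0.871 between genotypes of the same condition and 0.692 between conditions of the same genotype.

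**Figure D3:**
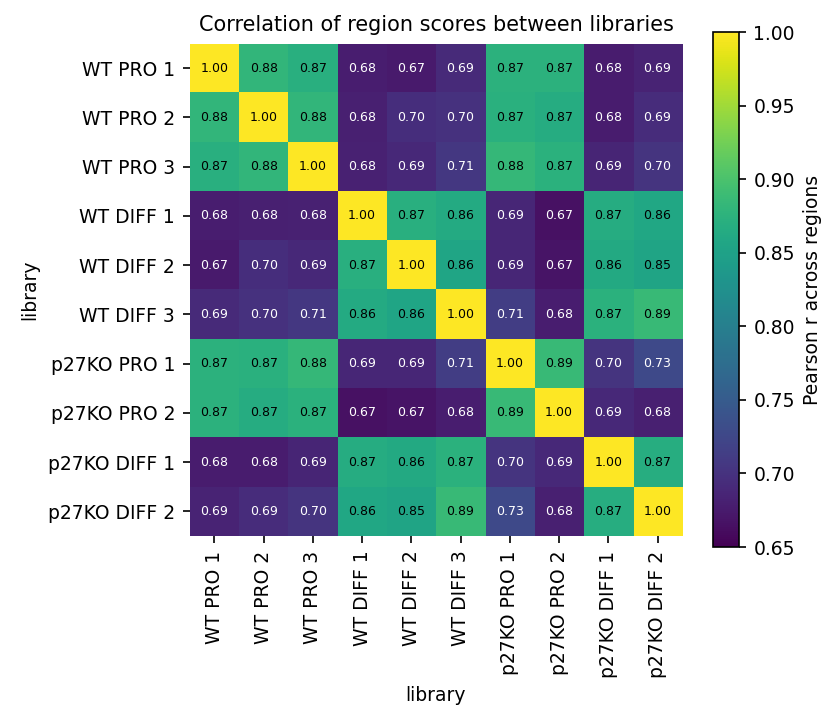
Pearson's r of normal scores across 70627 regions for each pair of the 10 libraries (both axes), with colour and printed values giving r. Pairs of the same condition lie between 0.855 and 0.886 and pairs of different conditions between 0.666 and 0.727, in and between genotypes.

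Regions were then scored as present or absent. Merging gave 137454 regions, of which 99231 had a peak in at least 2 libraries and 37862 in all 10. In WT, 4284 regions closed and 1848 opened at DIFF. In p27KO, with 1 library fewer per condition, 10827 closed and 3296 opened. A complete separation is easier to meet with fewer libraries, and the 9 subsets of 2 WT PRO and 2 WT DIFF libraries gave 5971 to 13307 closed regions (median 6847) and 2453 to 4878 opened regions (median 3744). The p27KO count of closed regions exceeded 6 of these 9 subsets, and that of opened regions exceeded 3 of 9. With the top 57000 peaks of each list, 3455 regions closed in WT and 5161 in p27KO, the latter more than in 1 of 9 WT subsets (median 5500, a comparison chosen after the data had been seen). Leaving out WT DIFF replicate 3 gave 9826 closed regions in WT, leaving out WT DIFF replicate 2 gave 3824 opened ones, and leaving out a p27KO library gave up to 17389 closed and 6504 opened regions in p27KO. Fewer libraries have to meet the rule in such fits, but the rise was uneven: without any other WT library, 4580 to 6452 regions closed and 2066 to 2981 opened in WT. Closing in both genotypes was found at 2586 regions and opening in both at 952, while 3 regions closed in WT and opened in p27KO and 9 did the opposite. Of regions closed in WT, 8.29% were at promoters, and of those opened, 5.79%. Closing or opening in WT requires a peak in 3 of 6 WT libraries, and of the 12101 regions with that number 8.21% were at promoters, a comparison chosen after the data had been seen and not tested.

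**Figure D4:**
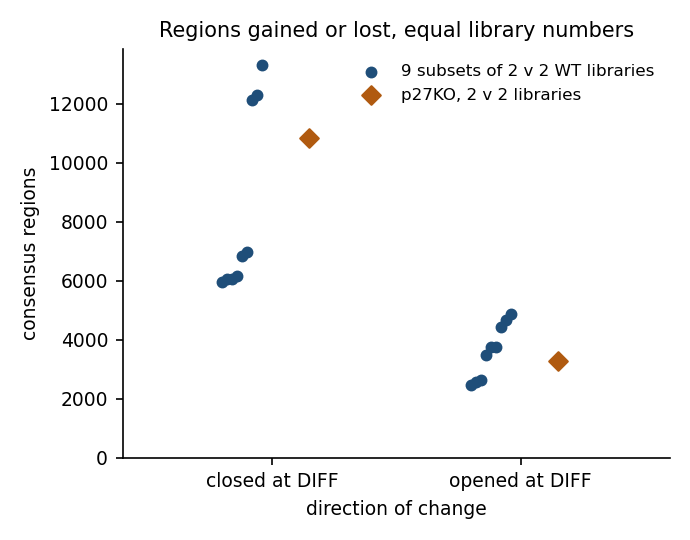
Number of consensus regions closed or opened at DIFF in p27KO (diamonds) and in the 9 subsets of 2 WT PRO and 2 WT DIFF libraries (points), from full lists. The p27KO counts, 10827 and 3296, lie within the WT ranges of 5971 to 13307 and 2453 to 4878.

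Whether closing seen in WT was lost in p27KO was asked with held-out libraries. Regions that closed in 2 WT PRO and 2 WT DIFF libraries closed in the held-out WT pair in a median of 62.6% of cases (range 32.2% to 71.7% over 9 subsets) and in pairs of p27KO libraries in 66.2% (range 55.6% to 68.8%). For opening, which was added after the data had been seen, the medians were 49.4% and 51.9%. The 9 subsets share libraries, so no p-value was computed. The WT share depended on which library was held out. When it was WT DIFF replicate 3, the longest WT list, the median was 34.8% in the held-out WT pair and 56.0% in p27KO pairs for closing, and 71.8% and 57.5% for opening.

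The rank test called 13568 of 70627 regions for DIFF against PRO in WT, 7104 lower and 6464 higher at DIFF (limma, adjusted p under 0.05). In p27KO it called 8695, 4580 lower and 4115 higher. Lower and higher are relative to other regions of a list, so the near-even splits do not measure the balance of closing and opening. The region filter moved the counts of calls most: with regions present in all 10 libraries they were 4880 and 2398. With 2 libraries per group, WT gave a median of 8211 calls (range 7369 to 9290 over 9 subsets) and p27KO in the same fits 7961 (range 7467 to 8695), with more in WT in 6 of 9. Calls in both genotypes numbered 6947, of which 6946 had the same sign. Of the WT calls, 97.2% had the same sign in p27KO and 74.9% also had an unadjusted p under 0.05 there. The interaction was called at 0 regions, with 2760 at an unadjusted p under 0.05, fewer than a share of 0.05 of the 70627. With regions present in at least 2 libraries it was called at 16, all with a more negative change in p27KO.

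At promoters, 121 of 14836 genes were called in WT, 51 lower and 70 higher, and 75 in p27KO, 38 lower and 37 higher. Of the 51 lower in WT, 29 were also called in p27KO and 50 had the same sign there. The interaction called 0 promoters, with 267 at an unadjusted p under 0.05. With no change at all, a share of 0.05 of the 14836 genes would be expected there, which is more than 267. The p-values of this test thus appear too large at promoters. The simulations covered regions, so the power at promoters is unknown. Leaving out WT PRO replicate 2 gave 48 calls in WT, the lowest of the fits that left out a replicate. In p27KO the count was 45 without WT PRO replicate 3, and 0, with 1133 at an unadjusted p under 0.05, when the fit held only the groups compared.

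Among promoters past the threshold in WT, the largest falls were at Agbl1 (chromosome 7, 76407985 to 76408662, intron), Gm17677 (chromosome 9, 35740370 to 35741360) and Ston2 (chromosome 12, 91786237 to 91787012, intron). The change in normal score was −2.65 ± 0.32 (SE; limma, adjusted p = 0.00313) at Agbl1, −2.53 ± 0.24 (adjusted p = 0.00143) at Gm17677 and −2.13 ± 0.27 (adjusted p = 0.00432) at Ston2. In p27KO the changes were −2.03, −2.57 and −2.16. The largest rises were at Pax4 (chromosome 6, 28447994 to 28448375, intron), Kcnj5 (chromosome 9, 32345616 to 32346127) and Slc13a2 (chromosome 11, 78424300 to 78424752). They measured 2.04 ± 0.18 (SE; adjusted p = 0.00143), 2.00 ± 0.23 (adjusted p = 0.00301) and 1.96 ± 0.19 (adjusted p = 0.00173), with 2.12, 1.5 and 1.58 in p27KO. These promoters were selected for their size in WT, so the WT values are biased upwards in size. In p27KO the change passed the threshold at 5 of these 6 genes, Kcnj5 being outside it (adjusted p = 0.0501); with ranking by −log10 p-value, Kcnj5 passed (0.0405) and Agbl1 did not (0.0533).

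The other fixed genes reported here had a peak near the promoter in each library except Dcx, which had one in 1 of 2 p27KO DIFF libraries and in no other group, and was not tested. For DIFF minus PRO in WT, the normal score changed by 0.42 ± 0.21 (SE; adjusted p = 0.377) at Sox2 (chromosome 3, 34648811 to 34650539, an intron of Sox2ot) and 0.45 ± 0.17 (adjusted p = 0.269) at Olig2 (chromosome 16, 91224860 to 91225813). In p27KO the changes were 0.29 and 0.17. The p27KO minus WT change at DIFF was 0.01 ± 0.24 at Sox2 and 0.02 ± 0.20 at Olig2 (limma, adjusted p = 1.00 for each). Mki67 changed by 0.08 ± 0.18, Egfr by −0.22 ± 0.19 and Gfap by 0.62 ± 0.18 in WT (adjusted p = 0.854, 0.592 and 0.167). Adjusted over the list alone, Gfap was called in WT, against 0 fixed genes over all promoters, and Cdkn1b was called between genotypes in both conditions. The Gfap region (chromosome 11, 102898281 to 102898911) had its summit in an intron, 1323 bp from a start site inside the gene. It is not the start at the gene's 5′ end (102900912, minus strand). With ranking by −log10 p-value the sign changed in WT at Mki67 (−0.11), and between genotypes at DIFF for Sox2 (−0.05) and Olig2 (−0.01), none past the threshold.

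The cell cycle list (40 genes tested) changed by a mean of 0.189 in WT and 0.198 in p27KO, and the neuronal list (35 genes) by 0.0849 and 0.152, against a median over all promoters of 0.123 and 0.141. With limma's camera, the adjusted p was 0.316 in WT and 0.331 in p27KO for the cell cycle list, and 0.905 and 0.895 for the neuronal list. Of the cell cycle promoters, 32 of 40 were higher at DIFF in WT and 31 of 40 in p27KO. An estimated correlation also called neither list, while fry, which does not compare a list with other genes, called the cell cycle list in WT (adjusted p = 0.000249) and p27KO (adjusted p = 0.000332). The interaction was 0.00893 for the cell cycle list and 0.0669 for the neuronal list (limma's camera, adjusted p = 0.895 for each). Adjusted over the list alone, 7 cell cycle promoters were called in WT, each higher at DIFF, against 3 over all promoters, and 2 neuronal promoters against 1. In p27KO the counts were 0 against 0 for the cell cycle list and 1 against 1 for the neuronal list. With ranking by −log10 p-value the cell cycle mean was 0.0157 in WT and 0.0527 in p27KO and the neuronal mean −0.0320 and 0.0585, against medians over all promoters of 0.0477 and 0.0808, so the cell cycle mean lay above the median with one ranking and below it with the other.

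**Figure D5:**
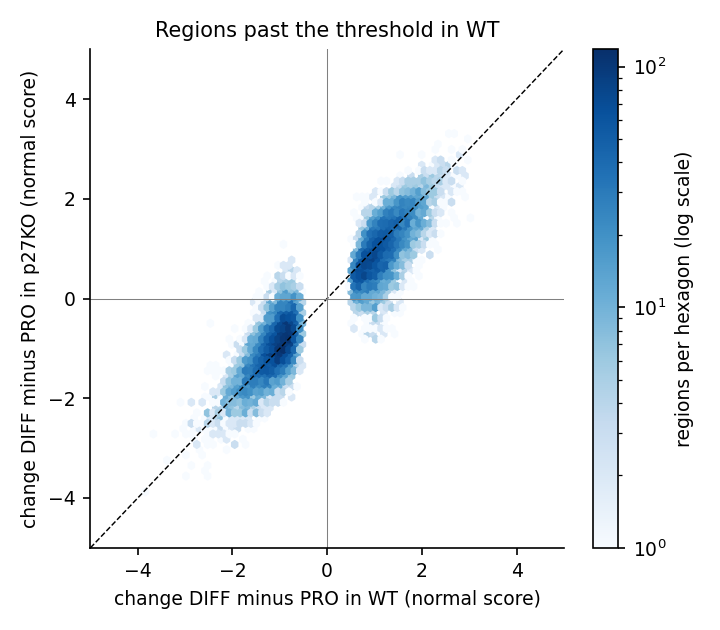
Change in normal score from PRO to DIFF in p27KO (vertical axis) against WT (horizontal axis) at the 13568 regions called in WT, with colour giving regions per hexagon on a log scale and the dashed line marking equal change. Of these regions, 97.2% had the same sign in p27KO; selection in WT inflates the WT values.

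Between genotypes, the rank test called 11 regions at DIFF, all lower in p27KO, and 24 at PRO, 22 of them lower. The direction moved with the settings: 88.2% of 17 calls at DIFF were lower in p27KO with ranking by −log10 p-value, and with regions present in at least 2 libraries 55.2% of 29 at DIFF and 35.2% of 71 at PRO. At DIFF, 9 were on chromosome Y, 1 at the Cdkn1b promoter and 1 elsewhere on an autosome. At PRO, 14 were on chromosome Y, 1 on X, 1 at Cdkn1b and 8 elsewhere on autosomes. The 11 regions called at DIFF were all called at PRO. The region outside Y and Cdkn1b at DIFF lay in an intron of Pcca (chromosome 14, 122568953 to 122569112, 160 bp), changed by −3.25 (limma, adjusted p = 0.0409) and was named after its values were seen. By the fixed rule, the promoters with the largest falls at DIFF were Ddx3y (chromosome Y, 1285762 to 1286939, 5′ UTR, −3.37 ± 0.22 (SE)), Eif2s3y (chromosome Y, 1009754 to 1010833, −3.11 ± 0.19) and Uty (chromosome Y, 1244870 to 1246275, −3.08 ± 0.27), with limma adjusted p of 5.78e-05, 5.78e-05 and 0.000552. Each had a peak in 6 of 6 WT and 0 of 4 p27KO libraries. This limits any reading of the genotype contrast, since peaks at these Y-linked promoters divided the libraries exactly as genotype did. On autosomes alone, adjusted there, 1 region was called at DIFF and 4 at PRO. Over promoters, 5 were called at DIFF and 4 at PRO, all lower in p27KO. By presence alone, 702 regions at DIFF had a peak in both p27KO and no WT library and 466 the opposite, and 5 and 6 of the 10 splits of the 5 libraries gave as many. At PRO the counts were 2276 and 494, reached by 1 and 8 of 10 splits; with the top 57000 peaks of each list, the count of 2276 fell to 764. Without WT DIFF replicate 3 the count in p27KO only at DIFF was 4077, against 952 without WT DIFF replicate 1 and 841 without replicate 2, where as many libraries had to meet the rule. Leaving out any 1 library at PRO gave at least 3456 in p27KO only.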

Values the study reported

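The study reported an 85% reduction in the number of genes that changed in expression or accessibility during differentiation when p27 was absent. It also reported that 88% of the changes at differentially expressed genes with closing chromatin in WT cells did not occur in p27KO cells.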

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

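The alternatives with chromosomes 2 to 19 only, the crossed replicate block, the held-out opening and the WT subsets of equal list length were chosen after the data had been seen. Apart from leaving out replicates, 237 alternatives were computed for 37 results: 197 kept their direction and side of the threshold or stayed within the replicate spread or 1.5 times the count, 39 moved further and 1 reversed. The causes of the changes were not tested, except where fewer regions or libraries entered by construction.

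With the top 57000 peaks of each list, regions opened in WT numbered 2836, closed in p27KO 5161, opened in both genotypes 1668 and in p27KO only at PRO 764, the promoter share differed by 0.0541 points for DIFF minus PRO and −0.268 points for p27KO minus WT (exact permutation p = 0.9 and 0.580), and the held-out opening in p27KO pairs was 62.0%. In WT subsets of 2 libraries per condition, these lists gave 5139 to 6302 closed regions (median 5500) and 4362 to 4929 opened (median 4685), against 5161 and 4543 in p27KO. The higher closing in p27KO with full lists thus depended on list length. With summits in 1-kb bins, regions at DIFF numbered 1169 in p27KO only and 736 in WT only, and held-out opening in p27KO pairs was 46.7%. When a peak had to cover 50% of a region, 1223 regions were in WT only at PRO, and the p27KO pairs gave 57.2% for closing and 47.5% for opening.

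In rank tests, regions present in all 10 libraries (fewer regions, and no absent peaks) gave 4880 calls in WT, 2398 in p27KO and 0 between genotypes at DIFF and at PRO, and promoter calls of 58, 11, 0 and 0. At an unadjusted p under 0.05 these 4 counts of 0 stood at 2157, 1764, 423 and 384, and the filter by construction leaves out the regions with no peak in one genotype. Regions present in at least 2 libraries gave 16 calls for the interaction, 29 at DIFF and 71 at PRO, of which 55.2% and 35.2% were lower in p27KO. Of their promoter calls, 57.8% of 90 in WT and 64% of 50 in p27KO were lower at DIFF. This is the only alternative tried in which the interaction over regions was called with all libraries. With 2 libraries per group the median in WT was 8211. Promoters of 1 kb gave 57 calls in WT and 30 in p27KO. Fits of only the groups compared gave 0 promoter calls in p27KO (1133 unadjusted) and 5 region calls at DIFF. Ranking by −log10 p-value gave 17 at DIFF, 88.2% of them lower in p27KO, and 5 promoters at PRO, 80.0% of them lower. On autosomes, 1 region and 1 promoter were called at DIFF and 4 regions and 1 promoter at PRO, and chromosomes 2 to 19 gave the same counts of 1, 1, 4 and 1.

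Ranking by −log10 p-value reversed the neuronal list in WT (−0.0320) and put the cell cycle means at 0.0157 in WT and 0.0527 in p27KO, below the medians over all promoters (0.0477 and 0.0808). Of 75 values for 15 named genes and their contrasts, 63 were the same, 1 weaker, 1 stronger and 10 reversed. The reversed values were −0.0517 for Cdkn1b in WT, −0.0542 at DIFF and −0.00523 at PRO for Sox2 between genotypes, −0.125 in p27KO and −0.00538 between genotypes at DIFF for Olig2, −0.109 for Mki67 in WT, 0.240 for Gm17677, 0.0499 for Ston2 and 0.198 for Eif2s3y in the interaction, and −0.0757 for Ston2 between genotypes at PRO. None of these passed the threshold under either ranking.

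The deviations of same-numbered PRO and DIFF libraries from their group means correlated at 0.0575, 0.0647 and 0.0328 in WT, where differently numbered pairs gave −0.0508 to −0.00477, and at −0.141 in p27KO, where differently numbered pairs gave 0.141. No same-numbered pair exceeded 0.1, so the numbers were not taken to pair the samples. A pairing in WT was not excluded. WT replicate 2 had the lowest log2 pileup of chromosome 1 relative to all autosomes in both conditions, −0.189 at DIFF and −0.206 at PRO. The other WT libraries lay between −0.0564 and 0.000728. The replicate block gave 57 promoter calls in WT and 1 in p27KO, and the crossed block gave 20 promoter calls, 70.0% of them lower at DIFF, and 8652 region calls in p27KO. With the replicate block, region calls numbered 12193 in WT, 7494 in p27KO and 0 (2658 unadjusted) for the interaction. Between genotypes they numbered 11 at DIFF and 17 at PRO, with 63.6% and 64.7% lower in p27KO.

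Leaving out each replicate in turn gave these ranges. DIFF minus PRO ranged from −17989 to −10188 peaks, −8.77 to −5.11 Mb and 1.64 to 3.67 points of promoter share. The p27KO minus WT difference ranged from 2379 to 10180 peaks, −1.89 to 1.77 Mb and −2.34 to −0.314 points. Without WT DIFF replicate 3, the differences in peak number and in promoter share had an unadjusted exact permutation p of 0.0333. So did the difference in covered length for DIFF against PRO. The covered length between genotypes reversed to 1.77 Mb in that fit. It also reversed to 0.0903 Mb without WT PRO replicate 2 and to 0.371 Mb without p27KO DIFF replicate 1. The last of these fits leaves 1 library in the p27KO DIFF group, and no p-value was computed for it. The similarity ranged from 3.72 to 7.68 points and its unadjusted p, under 0.05 with all libraries, exceeded 0.05 without WT PRO replicate 1, 2 or 3 (permutation p = 0.0742, 0.0792 and 0.0594). Region counts rose in these fits, where fewer libraries had to meet the rule: 4580 to 9826 closed and 2066 to 3824 opened in WT, 13923 to 17389 and 4305 to 6504 in p27KO, and 2684 to 3999 and 963 to 1388 in both. Between genotypes they were 841 to 4077 (p27KO only) and 703 to 2250 (WT only) at DIFF, and 3456 to 4878 and 1045 to 2305 at PRO. The number of libraries alone does not account for 9826 and 4077, both without WT DIFF replicate 3, since fits without another WT DIFF library gave 4662 and 4580, and 952 and 841. Held-out closing ranged from 34.8% to 70.6% in WT and 56.0% to 68.8% in p27KO, and opening from 39.7% to 71.8% and 48.4% to 57.5%. Region calls ranged from 10162 to 13110 in WT, 8166 to 8968 in p27KO, 10 to 16 at DIFF and 16 to 27 at PRO, and promoter calls from 48 to 104, 45 to 82, and 4 in each fit at DIFF and at PRO. Without WT DIFF replicate 3, 81.5% of 27 region calls at PRO were lower in p27KO, and without WT DIFF replicate 1, 53.1% of 49 promoter calls in WT were lower at DIFF. The interaction gave 0 regions and 0 promoters in each of 6 fits, with 2602 to 3636 regions and 227 to 371 promoters at an unadjusted p under 0.05. List means ranged from 0.176 to 0.210 (cell cycle) and 0.0377 to 0.131 (neuronal) in WT, and from −0.0121 to 0.0214 and 0.0204 to 0.114 in the interaction. The fits for p27KO and for the interaction left out WT libraries only, so the p27KO means of 0.198 and 0.152 could not change. Without WT PRO replicate 1, the cell cycle interaction reversed to −0.0121. Fits that would have left a p27KO group with 1 library were not run for the rank tests of that group. The unknown number of reads limits peak numbers, covered length and counts of regions with no peak, since each depends on depth.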

Other observations

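The tests of background pileup, of Y loss, of chromosome 1, of the share of the WT change kept in p27KO, of GC content, of the region near Pthlh and of other splits of the libraries were chosen after the result was seen, and so was the reading of motif differences that other splits matched. The tests of escape genes, of the chromosome 6 flank and of the motifs were set out before they were run.

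Peaks at Y-linked promoters and at the start of Xist divided the libraries as genotype did, while chromosome Y as a whole did not. It held 26 to 58 peaks in p27KO and 54 to 71 in WT libraries. On its short arm WT libraries had 15 to 18 peaks, p27KO PRO replicate 1 had 1 and the other p27KO libraries had 0. The source of the chromosome Y peaks in p27KO libraries was not tested. Of 8 Y-linked genes looked at, 4 had a promoter peak in each of the 6 WT libraries and 0 had one in the 4 p27KO libraries. The start of Xist (chromosome X, 103460366 to 103483254, minus strand) had a peak in 4 of 4 p27KO and 0 of 6 WT libraries. Loss of the Y chromosome from male cells would leave Xist without a peak, and the peaks in 4 p27KO libraries argue against it. A candidate explanation is WT cultures from males and p27KO cultures from females. It predicted that genes escaping X inactivation rank higher in p27KO, and 3 of 4 such promoters did. Their mean exceeded the median of other X-linked promoters by 0.201 (exact permutation p = 0.02, the smallest 100 arrangements allow). The labels used here give no sex, and any effect of sex on these libraries is confounded with genotype.

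Chromosome 1 held 7.65% of the peaks in WT and 8.995% in p27KO libraries, averaged over conditions (exact permutation p = 0.02, the smallest possible). At 1531 regions shared by all libraries, the pileup relative to all autosomes was higher in p27KO by 0.2197 on the log2 scale (exact permutation p = 0.02), and it was higher in each of 4 parts of equal length. On the other autosomes the difference lay between −0.0368 and 0.0320. WT replicate 2 had the lowest value in both conditions, −0.189 at DIFF and −0.206 at PRO. A different copy number of chromosome 1 in part of the cells of some cultures may account for this. The test was chosen after the shares were seen, and no karyotype was analysed here. With chromosomes 2 to 19 only, the genotype contrasts called 1 region at DIFF and 4 at PRO.

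Sequence from another strain around the targeted gene could produce differences between genotypes on chromosome 6. Within 20 Mb of Cdkn1b on either side, or to the chromosome end (34.7 Mb in all), without 100 kb around the gene, 9.17% of 1200 regions had an unadjusted p under 0.05 between genotypes in either condition. The median of 349 windows of that width on other autosomes was 9.63%, and 34.1% of the windows had a smaller share. The flank did not stand out, so a strain-derived flank was not the source of the genotype differences as a whole; single variants were not tested. One called region, named after its values were seen, did lie in this flank. It is an intergenic region of 278 bp on chromosome 6 at 147236665 to 147236942, 12.3 Mb from Cdkn1b and 15241 bp from Pthlh, with a peak in 6 of 6 WT and 0 of 4 p27KO libraries and a change of −3.24 at PRO (limma, adjusted p = 0.00189). The other 7 of the 8 autosomal regions called at PRO apart from Cdkn1b lay outside the flank. At random, 13.2% of draws of 8 tested autosomal regions would place at least 1 in it, so strain-derived sequence and another cause cannot be told apart for this region.

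The lower number of peaks in DIFF libraries was set against depth. The difference in background pileup, DIFF minus PRO, was 0.294 in WT and −0.4055 in p27KO (stratified exact permutation p = 0.8), so more reads in PRO libraries and a true loss of peaks cannot be told apart, because the 2 genotypes went opposite ways and the extension size is unknown. WT DIFF replicate 3 had the highest background pileup of all libraries, 3.725, and the most peaks among WT libraries. More reads in that library are a candidate explanation for its longer list. Other libraries went both ways. WT DIFF replicate 2 had a higher background pileup than replicate 1 (3.322 against 2.953) and fewer peaks. WT PRO replicate 1 had the lowest among WT libraries, 2.61, and the most peaks of its group. In p27KO PRO the higher background pileup (3.175 against 3.082) went with more peaks.

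Over the tested regions, the WT change was kept in p27KO as far as these ranks show. Changes were taken between single PRO and DIFF libraries, and the covariance of WT with p27KO changes was divided by that of WT changes from separate libraries. The share kept was 103%, where 100 relabellings of genotype within condition gave 91.9% to 110% (82 as low), and it was 101% with the top 57000 peaks of each list and 102% with regions present in all 10 libraries. A simulated share of 50% was found as 50.9%. The values argue against a broad loss of the change over the tested regions in p27KO cells. The share was not computed for promoters alone, so it does not decide on a loss limited to promoters. Changes at a small number of regions stay open, given the power of the interaction test, as do the 16 interaction calls at regions present in at least 2 libraries.

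The number of promoters called for DIFF against PRO was 38.0% lower in p27KO than in WT. That is lower than the reduction quoted from the study above. Of the promoters called lower in WT, 43.1% were not called in p27KO. That is lower than the share of lost changes quoted from the study above. The measures are not the same, since expression was not analysed here and ranks within peak lists replaced read counts. A promoter called lower here is lower relative to other regions, which is not the study's read-based definition of closed. A missing call is also not a tested difference: of the 51 promoters called lower in WT, 47 were lower in p27KO at an unadjusted p under 0.05. The numbers of libraries were unequal, and with 2 libraries per group the median number of region calls was 3.04% lower in p27KO. The median number of promoter calls was then 24 in WT (range 0 to 35) and 28 in p27KO (range 3 to 62), so it was not lower in p27KO at equal numbers. The difference from the study thus depended on the fit. With regions present in all 10 libraries the calls were 58 and 11 (81.0% fewer in p27KO), with promoters of 1 kb 57 and 30 (47.4% fewer), and in fits of only the groups compared 84 and 0 (100% fewer, with 1133 in p27KO at an unadjusted p under 0.05), so that in the last of these none of the promoters called lower in WT was called in p27KO. With the replicate block the calls were 57 and 1 (98.2% fewer), and with the top 57000 peaks of each list 176 and 90 (48.9% fewer). Autosomes, chromosomes 2 to 19 and ranking by −log10 p-value gave 37.7% to 39.0% fewer. A −log10 q-value of at least 3 gave 42.5% fewer, and regions present in at least 2 libraries gave 44.4% fewer. In fits without 1 WT library, p27KO had more calls than WT in 3 of 6.

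Motifs were counted within 100 bp of the summit in the 5000 regions with the largest falls and the 5000 with the largest rises in WT. An AP-1 motif (TGASTCA, S being C or G) was found in 23.8% of the falls and 2.24% of the rises. An E-box (CAGCTG) was found in 35.0% and 16.1%. In p27KO the shares were 24.7% and 2.48% for AP-1 and 34.2% and 16.4% for the E-box. The difference between falls and rises was averaged over WT and p27KO for the test, and was 21.9 percentage points for AP-1 and 18.3 points for the E-box. For each, 1 of 30 splits of the libraries within genotype gave an average as large, the real one (exact p = 0.0333, 0.1 after adjustment over 6 motifs, so neither passed). In WT alone it was 1 of 10 splits, the smallest count possible. Unchanged regions of the same GC content as the falls held the AP-1 motif in 4.38% of cases, which argues against GC content as the cause. Factors that bind these motifs may take part in the regions that lost rank in both genotypes; growth factors, serum and substrate changed together, and none was tested separately. For E2F and ETS sites the average differences were 0.18 and 0.14 points, matched by 21 and 20 of 30 splits. This argues against these sites setting the falls apart from the rises among these regions. In WT, falls and rises held E2F sites in 1.94% and 1.88%, against 4.81% of all regions, and ETS sites in 0.30% and 0.12%, against 1.47%. The study reported E2F4 and ETS1 motifs in promoters of closed, downregulated genes. Promoters were not examined separately here, so that report was not tested. SOX and NFI sites differed by 2.59 and 1.84 points on average, matched by 9 and 3 of 30 splits, so sharing of these sites and chance cannot be told apart with this number of libraries.

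Other splits of the 6 WT libraries into 3 and 3 were counted for the WT results. For regions closed or opened, 1 of 10 splits gave as many as the real one, which was the real split itself; the other splits gave at most 1385 against 6132. The real split was also the only 1 of 10 with as many region calls, where the others gave at most 1, and the only 1 of 10 with as many promoter calls. A camera p as small was given by 2 of 10 splits for the cell cycle list and by 10 of 10 for the neuronal list. With 10 splits the share is never under 0.1, so this count alone decides none of them. Across both genotypes, 3538 regions closed or opened alike, and 1 of 60 splits of the 10 libraries within genotype gave as many, the real one, while the others gave at most 246. This argues against grouping alone as the source of the regions that changed alike in both genotypes.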
